A study of Homo sapiens with 5 samples.

How the data were processed

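Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in Flp-In T-REx 293 cells, a human embryonic kidney line that carries a recombination site for inserting a transgene under doxycycline control. One derivative expresses the nucleosome-binding protein HMGN5 fused to green fluorescent protein (GFP) and the other expresses GFP alone. The labels place 5 libraries in 3 groups: 2 libraries of HMGN5-GFP cells induced for 24 h, 2 libraries of uninduced HMGN5-GFP cells, and 1 library of induced GFP cells. The data analysed here are 1 table of peaks for the whole series. It has columns for the 4 HMGN5-GFP libraries, and the GFP library was not analysed here. Columns were matched to samples by name (negative or positive for HMGN5 and a replicate number), and 0 columns of values per sample were left without a match.

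The table lists merged peaks with an identifier, a position, a score, an annotation, a distance to the nearest transcription start site (TSS) and a gene name. Coordinates are on hg19, per the file headers and the names of the unplaced contigs. The aligner, the peak caller, its thresholds and the sets of peaks that were merged are not stated in the labels or the table. Every identifier begins with the word Merged and ends in a number, which was 2 for 6134 peaks, 3 for 134 and 4 for 9, and no peak ended in 1. What this number counts is not stated. The signal column of uninduced replicate 1 holds tags (aligned reads) in each peak scaled by the authors to 10000000 tags per library, per the file headers. Its header gives a total of 23803906 tags, and multiplying by total over scale returned whole tags for 100% of the peaks, so tags per peak were recovered. A chance match would be found in 2.38% of values. Tags per kb are these tags divided by peak width.

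The deposited peak score carries 2 points in each of the 6277 cells, as when a decimal with 6 places is read as a whole number with marks between groups of digits. It was read as a decimal with 6 places, and the rows then fell in order of score with 0 exceptions. Because its scale and meaning are not stated, scores are given only relative to the median score of the list.

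The columns of uninduced replicate 2 and of both induced replicates could not be used beyond their first row. In each of these deposited columns the whole part of the value is the same in all rows, and the digits after the decimal comma rise by 1 per row. This rule held for 100% of the 6276 rows after the first in all 3 columns once dropped trailing zeros were allowed for. Values of uninduced replicate 2 were whole tags in 1.94% of rows, against 2.32% by chance. The deposited average of the uninduced libraries equals uninduced replicate 2 in all 6277 rows, and both deposited ratio columns equal an induced column over that average. None of these columns entered a comparison across peaks.

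The planned test of induced against uninduced libraries per peak (an edgeR quasi-likelihood test, or limma for normalized values) was therefore not run, and neither was the comparison with GFP. The remaining comparisons, fixed before the data were examined, describe the peak list. Shares of peaks carry exact Clopper-Pearson intervals at 95%. These intervals, and the limits that a count of 0 allows (3 counts), cover counting error only, since tags without molecular identifiers are not independent molecules. Differences between promoter and other peaks were tested with two-sided permutation tests of medians over 100000 resamples, with Benjamini-Hochberg adjustment over the 3 measures compared. The smallest p-value these can give is 1e-05. Peaks are not replicates, so these tests describe the list and not the variation between experiments. Peaks per chromosome were compared with chromosome length by a Monte Carlo multinomial test (100000 draws) and by exact two-sided binomial tests adjusted over 23 chromosomes. No hg19 genome was used here, so the end of the last peak on each chromosome stood in for its length. Spacing was compared with 1000 random placements of the peaks on the same chromosomes, which gives a two-sided p-value no smaller than 0.002. Gaps in the assembly were not masked. A planned comparison of annotation classes with random positions needs an hg19 annotation and was not made.

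Gene numbers per chromosome and the order of genes came from a RefSeq gene table of GRCh38.p14, another build, from which no coordinates are given. Of the 2667 gene names with a peak within 1000 bp of a TSS, 98.1% matched a symbol or synonym there.

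The alternatives tried were the top 50% and top 10% of the list by score, other distances to a TSS, merging of peaks within 1000 bp, score per width, genes in place of length, and placement within 10 Mb windows. Peaks named in the text are the 5 with the highest score on assembled chromosomes, the 3 genes with the most peaks (with ties), and any peak assigned to HMGN5. This rule was fixed before the data were examined.

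The chromosome, score and spacing tests were tested on simulated data, and the other tests were not. The chromosome test called 96.7% of 60 simulated chromosomes whose peak density had been raised by 1.5. It called 0.217% of 460 chromosomes in simulations where no chromosome had been raised. Calls on unchanged chromosomes beside raised ones were not counted, so that setting was not tested. The score test passed in 100% of 20 simulations with 200 peaks raised by 1.5 and in 0% of 20 unchanged ones. The spacing test passed in 100% of 20 simulations in which 20% of peaks had been moved to within 20 kb of another, and in 0% of 20 uniform ones. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.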

Results

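To locate HMGN5 on chromatin, GFP-tagged HMGN5 was immunoprecipitated from 293 cells with and without induction of the transgene, with induced GFP cells as a control. HMGN5 is a member of the high mobility group N family, which binds nucleosomes. The design has 2 induced HMGN5-GFP libraries, 2 uninduced HMGN5-GFP libraries and 1 induced GFP library. The headers give 23803906 tags for uninduced replicate 1 and 23198917 for uninduced replicate 2. For the induced libraries only rounded scaling factors are given, which place replicate 1 between 18348624 and 18691589 tags and replicate 2 between 24096386 and 24691358.

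The deposited list held 6277 peaks that did not overlap each other and together covered 8.04 Mb. Peak width had a median of 1112 bp, with quartiles of 759 and 1644 bp and a range from 204 to 6855 bp. The strongest peak had a score 20.8 times that of the weakest. Assembled chromosomes held 6272 peaks, and the other 5 lay on 4 unplaced or unlocalized contigs. No peak was listed on chromosome Y (0 of 6277, which allows a share of up to 0.0478%). Whether these cells carry a chromosome Y was not examined, so this count is no evidence about binding there.

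The comparison of induced with uninduced cells asks where tagged HMGN5 adds signal over the background of the same cell line. Per-peak values that could answer it were present for only 1 of the 4 HMGN5-GFP libraries. Over all peaks the deposited values ran from 0 to 64.28 tags per 10000000 in uninduced replicate 1. In uninduced replicate 2 they ran from 38.1 to 38.999, in induced replicate 1 from 102.1 to 102.999 and in induced replicate 2 from 89.1 to 89.999. In these 3 columns each value after the first row follows from the value in the first row by counting up the digits after the decimal comma. The ratios in the authors' deposited table, 2.62 to 2.68 for induced replicate 1 and 2.30 to 2.36 for induced replicate 2, are computed from these columns. They are therefore not measurements of induction at the individual peaks.

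**Figure D1:**
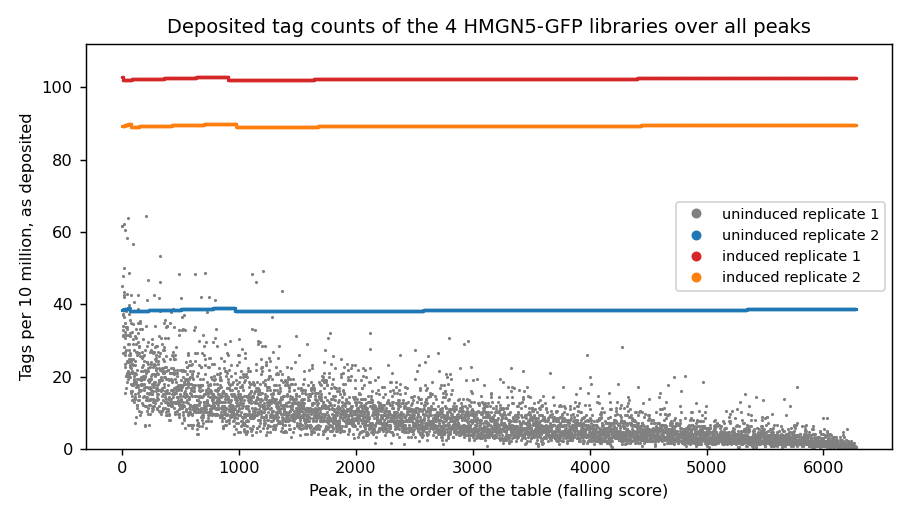
Deposited tag counts per 10000000 tags (vertical axis) for each of the 6277 peaks in the order of the table (horizontal axis), one point per peak and library. Uninduced replicate 1 falls with the score, from 44.95 in the first row to 0.42 in the last, whereas the other 3 libraries form flat bands near 38, 89 and 102.

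The first row, from which these columns count up, is the strongest peak of the list and the only one with values for all 4 libraries. It lies in a CpG island at chr19, 38825387 to 38828903 (hg19), 702 bp downstream of the TSS of CATSPERG. Uninduced cells gave 41.7 ± 4.66 tags per 10000000 (SD, n = 2), from 107 tags in replicate 1 and 89 in replicate 2. Induced cells gave 96.1 ± 9.69 tags per 10000000 (SD, n = 2). The ratio of the means was 2.31, and both induced libraries lay above both uninduced ones. This is the strongest peak by a score whose meaning is not stated, so that choice may have raised the ratio. The ratio does not describe other peaks. An exact two-sided permutation test gave p = 0.333, the smallest value that 2 libraries against 2 allow. The table's average for this peak, 38.36, equals uninduced replicate 2 alone. Against the mean of both uninduced libraries the ratios were 2.47 for induced replicate 1 and 2.14 for replicate 2, where the authors' deposited table gives 2.68 and 2.33. The whole tag numbers could be checked for the uninduced libraries only, since the induced totals are missing from the headers.

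The annotation asks which parts of the genome the peaks occupy. The promoter-TSS class held 1791 of 6277 peaks, or 28.5% (95% Clopper-Pearson interval 27.4% to 29.7%). Its peaks lay within 1000 bp of the nearest TSS, and every peak from 1000 bp upstream to 100 bp downstream was in this class. Introns held 22.5% (21.5% to 23.5%), intergenic sequence 16.8% (15.9% to 17.8%) and annotated repeats 13.7% (12.9% to 14.6%). CpG islands held 7.46% (6.82% to 8.13%). Each peak was counted only in the class that its annotation named. Peaks named for a repeat or a CpG island may therefore also lie in introns or intergenic sequence, and the shares of those classes leave them out. Exons held 3.46%, 5′ untranslated regions 3.14%, transcription termination sites 2.20%, non-coding transcripts 1.23% and 3′ untranslated regions 0.956%. Among the 862 repeat peaks, 314 were in SINE, 219 in LINE and 194 in LTR elements. The promoter share was largest when peaks within 3000 bp of a TSS were counted as promoter peaks (51.7%). It also rose with score, to 36.9% in the top 50% of the list and 48.7% in its top 10%.

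A distance to a TSS was given for 6276 peaks, and its median absolute value was 2422 bp. Of these peaks 2704 (43.1%, interval 41.9% to 44.3%) lay within 1000 bp of a TSS. The share was 34.9% within 500 bp and 55.5% within 5000 bp. At the other end, 865 peaks (13.8%) lay more than 50 kb away. Within 1000 bp, 1496 peaks lay downstream and 1201 upstream of the TSS, a downstream share of 55.5% (53.6% to 57.4%; exact two-sided binomial test across peaks, p = 1.46e-08).

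**Figure D2:**
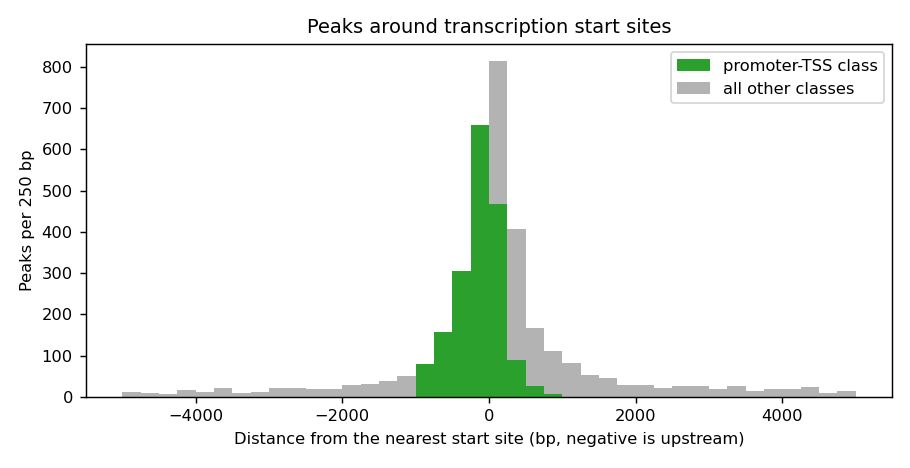
Number of peaks per 250 bp (vertical axis) by signed distance from the nearest TSS (horizontal axis, bp), with bars stacked for the promoter-TSS class and all other classes. Peaks concentrate at the TSS, and 2189 of 6276 lie within 500 bp of it.

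Peaks in promoters were stronger than the rest by the authors' score. The median score was 1.17 times the list median in 1791 promoter peaks (quartiles 0.895 and 1.56) and 0.942 times in 4486 other peaks (quartiles 0.751 and 1.26). The ratio of the medians was 1.24 (permutation test, p = 1e-05, adjusted p = 1e-05 over 3 measures). Not every other class was weaker. The median score was 1.21 times the list median in 468 CpG island peaks and 1.24 times in 197 peaks of 5′ untranslated regions. In the remaining classes it ran from 0.834 times in repeats to 1.14 times in exons. Promoter peaks were also wider, with a median of 1302 bp against 1033 bp (permutation test, adjusted p = 1e-05). When the score was divided by peak width, the ratio of the medians was 0.9997 and the difference was not detectable (permutation test, p = 0.956). The 2 ranges overlap widely in each measure.

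In uninduced replicate 1, the library with usable values, 129109 tags fell in peaks, which is 0.542% of its tags (interval 0.539% to 0.545%). A peak held a median of 16 tags (quartiles 9 and 27, maximum 153). There were 350 peaks with at most 3 tags, 8 of which had 0. The pooled density in peaks was 16.1 tags per kb. An even spread of the library over the summed stand-in chromosome lengths (3.01 Gb) would give 7.90 tags per kb, so the density in peaks without induction was 2.03 times that level. Promoter peaks had a median of 15.5 uninduced tags per kb and other peaks 13.6 (ratio 1.14; permutation test, adjusted p = 1e-05). Without chromosome 19 the ratio was 1.15. Across peaks, which are not independent replicates, the score had a Spearman correlation of 0.826 with uninduced tags, 0.770 with width and 0.620 with uninduced tags per kb.

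Peaks were unevenly spread over the chromosomes. Of the 23 chromosomes with peaks, 21 departed from the number expected by length at an adjusted p under 0.05 (exact binomial tests with Benjamini-Hochberg adjustment; Monte Carlo test over all chromosomes, p = 1e-05). There were 9 above and 12 below. These tests take each peak as an independent draw. Peaks clustered, as described below, so the p-values are probably too small and the counts may be too high. The expectations share a common total, so an excess on some chromosomes lowers the ratios of the others. Chromosome 19 held 495 peaks, 4.02 times the number expected (adjusted p = 1.10e-143). Chromosome 1 held 1114, or 17.8% of the peaks on assembled chromosomes, which was 2.18 times the number expected (adjusted p = 1.06e-130). The lowest ratios were those of chromosome 4 with 72 peaks (0.186 times, adjusted p = 2.56e-88) and chromosome 18 with 42 peaks (0.272 times, adjusted p = 1.31e-26). With the number of protein-coding genes in place of length, 17 chromosomes departed, 6 above and 11 below. Chromosome 19 was then close to its expectation (1.09 times, adjusted p = 0.0699). Chromosomes 10, 1, 6, 5, 12 and 15 stood between 1.46 and 1.79 times, and chromosomes 4, 16 and 11 at 0.298, 0.321 and 0.330 times. The direction differed between the 2 expectations for 2 chromosomes, 13 and 21.

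**Figure D3:**
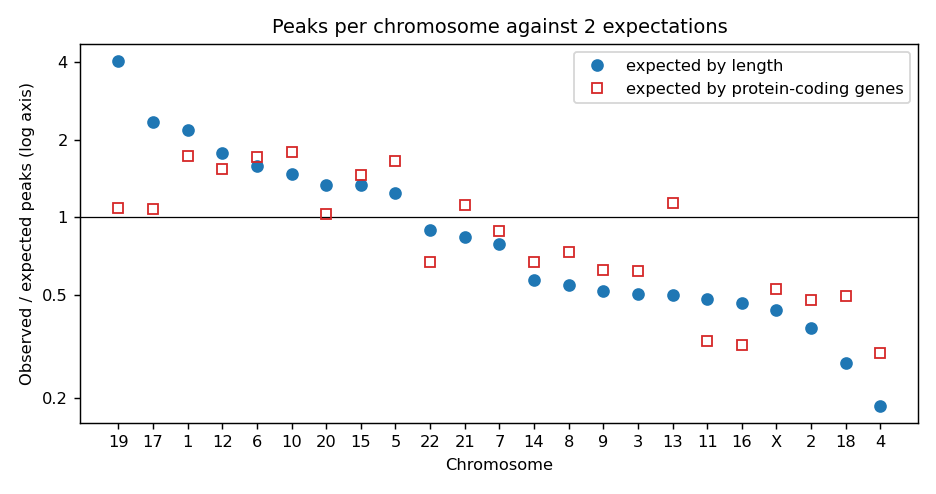
Observed over expected number of peaks (vertical axis, log scale) for each of the 23 chromosomes with peaks (horizontal axis, ordered by the ratio to length). Filled circles use chromosome length and open squares the number of protein-coding genes as the expectation, and chromosome 19 drops from 4.02 to 1.09 between them while chromosome 4 stays low at 0.186 and 0.298.

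Neighbouring peaks lay closer together than randomly placed ones. The median distance between the midpoints of nearest peaks was 50.6 kb. Random placement on the same chromosomes gave 120.4 kb (95% of placements between 114.8 and 125.5 kb). The ratio was 0.42 (two-sided permutation of peak positions, p = 0.002, the smallest that 1000 placements allow). Placement within 10 Mb windows, which keeps the regional number of peaks, moved it most towards 1, to 0.583.

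The strongest peaks were concentrated in part of chromosome 19. Of the 100 peaks with the highest score, 62 were on chromosome 19, which held 7.89% of all peaks, and 61 of these lay between 30 and 50 Mb. That region was chosen after its values were seen. The uninduced density was also high there, with a median of 25.6 tags per kb over 211 peaks from 30 to 40 Mb and 19.6 over 125 peaks from 40 to 50 Mb. It was 19.9 over the 12 peaks from 20 to 30 Mb. The median over the whole list was 14.1 tags per kb. Among peaks over 5000 bp from a TSS, the log2 density left after regression on score and width had a median of 0.38 over 111 peaks from 30 to 40 Mb and 0.08 over 42 peaks from 40 to 50 Mb. On chromosome 1 this median was 0.36, 0.29 and 0.31 in the windows from 220 Mb to the end, so raised density was not particular to chromosome 19.

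**Figure D4:**
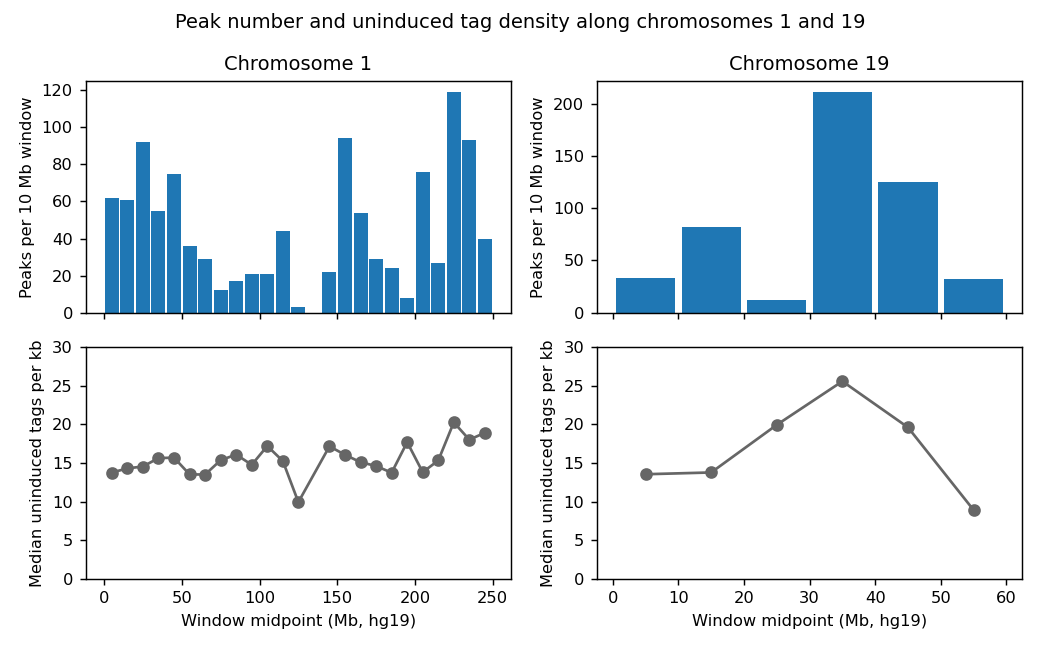
Number of peaks (upper panels, bars) and median uninduced replicate 1 tags per kb of those peaks (lower panels, points joined by lines) in 10 Mb windows along chromosomes 1 and 19, by window midpoint (hg19, Mb). On chromosome 19 both are highest from 30 to 40 Mb, with 211 peaks and 25.6 tags per kb, and on chromosome 1 both are highest from 220 to 230 Mb, with 119 peaks and 20.3 tags per kb.

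Of the 5 strongest peaks, 4 were in this part of chromosome 19. After the CATSPERG peak, the WDR62 peak (chr19, 36543792 to 36547888) had a score 7.54 times the list median. It lay in a promoter, 57 bp downstream of the TSS, and held 147 uninduced tags. The PDE4DIP peak (chr1, 145038272 to 145041105) lay in exon 1 of 46, in the 5′ untranslated region, 307 bp downstream of the TSS. Its score was 6.82 times the list median, and with 51.9 uninduced tags per kb it had the highest uninduced density of the 5. The RAB4B peak (chr19, 41282606 to 41285054) had a score of 6.65 times the list median and held 78 uninduced tags. The PSENEN peak (chr19, 36235405 to 36237597) had a score of 6.31 times the list median and held 74 uninduced tags. Both were in the promoter class.

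The peaks were assigned to 4961 genes, 875 of which had more than 1 peak. SMAD6 had the most, with 11 peaks between 66972003 and 67179114 on chromosome 15. GALNT2 had 10 peaks between 229980163 and 230328045 on chromosome 1. LOC100507420 on chromosome 8, TLE3 on chromosome 15, and TSHZ3 and ZNF536 on chromosome 19 tied at 9 peaks. Of these 6 genes, TLE3 alone had a peak within 1000 bp of its TSS. The nearest peak to the TSS of SMAD6 was 12996 bp away and that of GALNT2 17859 bp away. No peak was assigned to HMGN5 (0 of 6277).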

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

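Of the 24 alternative values computed for 6 results, 15 kept the direction and the side of the threshold, or stayed within the error of the value. The other 9 changed, as follows. Of the 24, 7 were chosen after seeing the data: the fits without chromosome 19, placement within 10 Mb windows, the peaks far from a TSS, the promoter peaks tested against gene number, and tags per peak.

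The share of promoter peaks, 28.5%, rose to 36.9% in the top 50% of the list by score and to 48.7% in the top 10%; the cause was not tested. It fell to 24.9% when promoters were defined as 1000 bp upstream to 100 bp downstream of the nearest TSS, and rose to 51.7% within 3000 bp. The window from 1000 bp upstream to 100 bp downstream held 1560 peaks, all of the promoter class, so the fall is the class peaks that lie outside it. Why these were given the class was not tested. The rise within 3000 bp comes from counting peaks of other classes. It stayed within its interval on assembled chromosomes only, after merging, and without chromosome 19. The share of peaks within 1000 bp of a TSS, 43.1%, was 34.9% at 500 bp, 55.5% at 5000 bp and 57.6% in the top 50% of the list. Both shares therefore depend on the score at which the list ends, and the threshold used by the authors is not stated.

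The higher score of promoter peaks held with promoters defined by distance (ratio 1.34) and as a difference of means of log2 score (0.29). It did not hold for the score divided by peak width, where the ratio was 0.9997 (permutation test, p = 0.956, against 1e-05 in the other alternatives). Promoter peaks were 1.26 times as wide at the median, so the division removes a difference of this size. The ratio of uninduced tag density stayed above 1 in both of its alternatives.

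The number of chromosomes that departed from expectation was 21 by length. It was 20 in the top 50% of the list, 21 after merging, 20 without chromosome 19 and 17 with genes in place of length. With promoter peaks alone and genes as the expectation it was 12, and that test has fewer peaks. The spacing ratio, 0.42, ran from 0.347 to 0.583 over its 4 alternatives, all with the smallest p-value the permutations of position allow (0.002).

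No paired analysis was possible because the columns of uninduced replicate 2 and of both induced replicates hold no measurement after the first row. For the same reason the other alternatives set for the induced, uninduced and GFP comparisons (another normalization, a filter on low counts, another pseudocount, each replicate alone or left out) were not run. Placement with the observed distances to a TSS kept was not run, since it needs an hg19 annotation. In the weakest peaks depth limits the uninduced values: 350 peaks held at most 3 tags.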

Other observations

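The tests of the fill series and of the average column were chosen after those results had been seen. The comparison of peaks per chromosome with gene number was set before the data were seen. Its use here as a test of gene density was chosen after its result was known. The other tests were written down before their results. No biological explanation was tested against the groups, because 1 library alone has usable values.

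The flat values in 3 of the 4 HMGN5-GFP columns fit a spreadsheet fill dragged down from the first row. In all 3 columns 100% of the 6276 later rows held the first row's decimal digits plus the number of rows since. True tag counts of similar size in every peak are argued against: only 1.94% of the values of uninduced replicate 2 were whole tags, no more than the 2.32% chance gives, whereas uninduced replicate 1 reached 100%. The average of the uninduced libraries equalled replicate 2 in 100% of the rows, the first included. A candidate explanation is that values written with a decimal point, as in replicate 1, were treated as text by a spreadsheet that used decimal commas. The score column, with 2 points in each cell, shows the same mixing of number formats. Any fold change drawn from the ratio columns would be nearly the same at each peak, whatever the libraries held.

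Peaks per chromosome departed from chromosome length on 21 of 23 chromosomes. Gene density as the whole cause of this is argued against, since 17 of 23 still departed with gene number as the expectation. The number of peaks per gene therefore differed between chromosomes by more than the counting error of independent peaks. Because peaks cluster, the count of 17 may be too high. Chromosome 19 alone is argued against too, since it was not among these 17 (1.09 times its expectation, adjusted p = 0.0699). For that reason the count without it, again 17, adds no information. The gene-rich chromosomes 11 and 16 had 10.4 and 10.1 peaks per 100 protein-coding genes, and chromosomes 1, 6 and 10 had 54.0, 53.7 and 56.3.

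A local property of the chromatin preparation, such as copy number in this cell line, was tested with peaks that the promoter counts do not include. Uninduced tag density of peaks over 5000 bp from a TSS, adjusted for score and width, rose over the 23 chromosomes with promoter peaks per gene (Pearson r = 0.551, permutation p = 0.00668, adjusted 0.00668 over 4 relations; Spearman rho = 0.613, permutation p = 0.00196, adjusted 0.00392). Without the 2 chromosomes farthest from the median, r was 0.550. Unadjusted tags per kb gave r = 0.563 and rho = 0.703 (permutation p = 0.00459 and 0.00029, adjusted 0.00612 and 0.00116). These values leave room for a background that differs between chromosomes and raises both the uninduced signal and the number of sites that pass a threshold. The relation did not hold for each chromosome. Chromosome 19 had the highest adjusted log2 density (0.223), with promoter peaks at 1.08 times the number expected by genes. Chromosomes 6 and 10 had -0.020 and -0.064, with promoter peaks at 1.52 and 1.25 times. Chromosome 1 had 0.093, with promoter peaks at 1.52 times. The same relation over 148 windows of 10 Mb, centred within chromosomes, had r = 0.0871 (permutation p = 0.365). That test did not divide by gene number, so it leaves open whether the relation holds inside chromosomes. Copy number, expression of the transgene without induction and more accessible chromatin cannot be told apart here, because a usable input, GFP or induced profile was not analysed.

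One region stood out by its strong peaks, and was chosen after its values were seen. Between 30 and 50 Mb on chromosome 19 there were 336 of the chromosome's 495 peaks and 61 of the 100 strongest peaks of the list, although chromosome 19 held 7.89% of all peaks. The median uninduced density was 25.6 tags per kb from 30 to 40 Mb and 19.6 from 40 to 50 Mb. It was 19.9 over 12 peaks in the adjoining window from 20 to 30 Mb. It was 13.8 from 10 to 20 Mb and 8.90 in the last window of the chromosome. On chromosome 1 the windows from 220 Mb to the end had medians of 20.3, 18.0 and 18.9, against 15.3 in the window before. The plot of peak number and uninduced density was not drawn for other chromosomes. Strong peaks bring high density with them, since score and tags per kb are correlated (Spearman rho = 0.620 across peaks). Among peaks over 5000 bp from a TSS, the median log2 density after regression on score and width was 0.38 from 30 to 40 Mb, 0.08 from 40 to 50 Mb and 0.27 from 20 to 30 Mb. The raised density at a given score and width was therefore clearer from 30 to 40 Mb than from 40 to 50 Mb, and this difference was not tested. Such raised density was not particular to chromosome 19. On chromosome 1 the same median was 0.36, 0.29 and 0.31 in the windows from 220 Mb to the end (76, 63 and 28 peaks). It was 0.13 over 16 peaks in the window before.

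The close spacing of peaks was not accounted for by density at the 10 Mb scale, since the ratio to placement within windows was 0.583 (permutation of positions, p = 0.002). Promoters as the whole cause are argued against: peaks over 5000 bp from a TSS had a ratio of 0.558 (permutation of positions, p = 0.002). Neighbouring promoters also carried peaks together. Of the protein-coding genes that follow one with a peak within 1000 bp of its TSS, 17.7% had one too, against 14.2% in shuffles within chromosomes (95% between 12.9% and 15.4%; one-sided permutation p = 0.000999, the smallest 1000 shuffles can give). Density that varies on a scale below 10 Mb may explain both and was not tested. The shuffles were made within whole chromosomes, so density at the 10 Mb scale is also left open for the neighbouring promoters. Broad domains split by the peak caller into several peaks also remain open, except that merging peaks within 1000 bp left the ratio at 0.431.

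The score of a peak rose with the tags of a library in which the transgene had not been induced. Peak width as the whole cause is argued against, because the rank correlation was 0.481 after regression on width. Chromosome is argued against too: the median correlation within the 23 chromosomes was 0.801 (range 0.696 to 0.885). Whether the tags of this library entered the score is not stated, so the correlation may be partly built in. A library-independent property of these sites, or expression of the fusion without doxycycline, may underlie it. Neither was tested.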
